A study of Mus musculus with 4 samples. Its data were reported in "High-Intensity Aerobic Exercise Suppresses Cancer Growth by Regulating Skeletal Muscle-Derived Oncogenes and Tumor Suppressors" (2022).

How the data were processed

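Gastrocnemius muscle of mice was profiled by 3′ mRNA sequencing (QuantSeq), in which reads come from the 3′ end of polyadenylated transcripts, so that the read count of a gene does not scale with its length. The design crossed 2 factors, high-intensity treadmill exercise (E) and a tumor (T) raised by injecting CT26 murine colorectal cancer cells into the tail vein. The labels give 4 samples, 1 library for each group: normal control (E−T−), normal exercise (E+T−), cancer control (E−T+) and cancer exercise (E+T+). Groups were taken from the sample titles. The labels name postnatal day 28 and 10 mice per group, while the results text of the paper describes 1 representative mouse per group for sequencing. Whether a library holds RNA of 1 animal or of several was therefore not settled.

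According to the methods, the authors aligned the reads with Bowtie2, counted them per gene with Bedtools coverage, and applied quantile normalization with edgeR in R. The genome build, the annotation and the handling of strand, of duplicate reads and of reads matching several genes were not stated. The deposited values are log2 of the normalized read count plus 1, for 23282 gene rows in the same order in each library. Gene symbols were used as deposited. There were 23238 distinct symbols, and 79 rows shared a symbol with another row. No coordinates are given, because the build is not stated.

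The low deposited values fell in steps, and a model of the quantile adjustment was fitted to these steps. It used 1 scaling factor per library and 1 dispersion, and mapped each read count to a negative binomial distribution of a common library size. The fitted dispersion was 0.339, a coefficient of variation of 0.583. With this model, 100% of the deposited log2 values came from a whole number of reads within 0.0006, and the fitted scaling factors differed by at most 0.00758% from factors computed by the trimmed mean of M values (TMM) on the rebuilt reads. For the most abundant genes 1 read changes the log2 value by less than its last printed digit. From 91.3% to 93.6% of the values per library could be tied to a single read count, and the remaining counts are approximate. The adjustment gives genes without reads a small positive value in the libraries scaled up. That held for 1758 genes in normal control, 0 in normal exercise, 2114 in cancer control and 2161 in cancer exercise, so a detected gene was counted from reads and not from a value above 0.

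Fold changes were differences of the deposited log2 values, that is, on the scale of log2 of the normalized read count plus a pseudocount of 1, which understates changes of low genes. A gene was counted as changed when the change was at least 2-fold and the normalized read count was at least 4 in at least 1 of the 2 libraries. This threshold, the comparisons, the gene lists and the other settings to be tried were fixed before the data were examined. With 1 library per group there is no replicate check of any difference in these data, and no p-value across genes is given. The plan included a two-sided exact binomial test per gene on raw counts. The deposited unit is log2, so the test was run on the rebuilt reads, given the sum of the 2 libraries and their total reads, with Benjamini-Hochberg adjustment over genes with at least 1 read and a threshold of 0.05. It compares 2 libraries and not 2 conditions. Confidence intervals of single genes are 95% Clopper-Pearson intervals of the share of reads, turned into log2 ratios with the TMM scaling. Reads carry no molecular identifiers as far as the methods state, so intervals and floors cover counting error only. A gene with at most 3 reads in a library was set to that floor for fold changes, which are then lower bounds.

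The genes named are, by a rule fixed before the data were examined, the 13 muscle candidate genes of the study, the 5 largest rises and 5 largest falls of each comparison among genes with a normalized read count of at least 16 in at least 1 of the libraries and an adjusted binomial p under 0.05, and up to 5 members of each gene list. Others are said to have been chosen later. For a gene list, the median log2 fold change was placed among 10000 random lists of the same size, matched in 10 bins of mean expression. A dispersion index was computed for each pair of libraries, as the median squared difference of scaled reads over its value under counting noise alone. For intervals and draws, its value at means of 8 to 64 reads was used for every gene of the pair. To see how many genes noise alone takes past the threshold, reads were drawn 20 times per noise level from the mean of each pair.

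The other settings fixed in advance were total count, TMM and median-of-ratios scaling, pseudocounts of 0 and 4, no minimum, a minimum of 4 in every library of a comparison, a minimum of 16, a fold change of at least 4, reads thinned to the smallest library, TMM library sizes and at least 10 reads for the binomial test, and 20 bins or a mean of at least 4 for lists. Tests planned with the edgeR exact test at assumed coefficients of variation were not used, because the unit is not counts. A beta-binomial test with coefficients of 0.2 and 0.4 took their place. This test, full quantile normalization, a minimum of 4 on the deposited log2 values, adjustment for the GC content of the last 500 bases of the longest annotated transcript (GENCODE M21, matched by symbol for 99.3% of genes), division of reads by the dispersion index, and 4 more gene lists (liver, a second skin list, resident fibroblast and tendon) were chosen after seeing the data.

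Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. The functions were tested on simulated data with 200 changed genes among 23282. There, 98.5% of changed genes and 0 unchanged genes were called among 16171 tested, the low read counts of 8746 genes were rebuilt for 100% of values, and the dispersion index of 3749 genes was 1.07 under counting noise. The simulated reads held counting noise only, and the simulated test used TMM library sizes. The real libraries differ by far more than counting noise, so these figures check the functions and not the error rate in these data. Gene ontology groups of the study were not analysed here, since no annotation of them was used.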

Results

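Gene expression in the gastrocnemius muscle was measured in 4 libraries, 1 for each combination of exercise and tumor. The total was 11269904 reads in normal control (E−T−), 13226080 in normal exercise (E+T−), 10647459 in cancer control (E−T+) and 11026432 in cancer exercise (E+T+). Reads were found for 14830, 14718, 14474 and 14427 of 23282 genes in these libraries, in the same order. No reads were present in any library for 6694 genes. The 10 most abundant genes took 23.6% of the reads in normal control, 20.4% in normal exercise, 13.6% in cancer control and 16.4% in cancer exercise. The smallest share of reads that the depth can show, 3 reads of the total, ranged from 2.27e-05% in normal exercise to 2.82e-05% in cancer control. None of the differences below has a replicate check in these data, because each group had 1 library. The study also measured candidate genes by RT-qPCR in littermates, and those measurements are not among the files analysed here.

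Transcripts of the Y chromosome were present in every library. Ddx3y had 1802 reads in normal control, 1917 in normal exercise, 2245 in cancer control and 1796 in cancer exercise. Xist, the transcript of the inactive X chromosome, had 3 reads in cancer control and 0 in the other libraries.

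The first comparison asked how exercise changes muscle expression in healthy mice. Between normal exercise and normal control, 3121 genes differed at least 2-fold, 1371 of them higher and 1750 lower with exercise. The direction of this split depended on scaling, with 1685 higher and 1502 lower of 3187 genes under total count. The 3121 genes were 21.5% of the 14518 genes that met the minimum. A fold change of at least 4 moved this count most, to 1437 genes. Of the 3121 genes, 2317 also differed beyond counting noise in the exact binomial test on the reads of these libraries (adjusted p under 0.05, 15673 genes tested). The largest rises by rule were those of Ttc9, 4930432K21Rik, Hamp2, Car15 and Gm8013. Hamp2 had 49 reads in normal control and 2380 in normal exercise, a log2 fold change of 5.18. The other rises started from 0 reads, and 4930432K21Rik with 47 reads was at least 11.9-fold higher. Prnd, Klhl38, Nnat, Cpb2 and Snora30 fell most. Nnat had 295 reads in normal control and 4 in normal exercise, and Prnd with 96 reads against 0 was at least 42.0-fold lower.

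The second comparison asked what the tumor changes without exercise. Cancer control and normal control differed at least 2-fold in 6682 genes, 3090 higher and 3592 lower with the tumor, or 45.1% of 14818 genes. The binomial test retained 5880 of them. Saa2, Igfbp1, Mat1a, Lcn2 and Saa1 rose most. Lcn2 had 5 reads in normal control and 1339 in cancer control, a log2 fold change of 7.82, and Saa1 had 3 and 848 reads, at least 285-fold higher. Ces1d, Lrrc38, Kera, Chad and Aqp4 fell most, all to 0 reads. Ces1d had 553 reads in normal control and was at least 183-fold lower in cancer control.

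Exercise in tumor-bearing mice was examined by comparing cancer exercise with cancer control. Here 4437 genes differed at least 2-fold, 2255 higher and 2182 lower with exercise, or 30.6% of 14491 genes, and 3494 passed the binomial test. Under total count scaling the split was 2065 and 2344 of 4409 genes. Arxes2, Slc4a1, Ces1d, Apol11b and Uts2r rose most, each from 0 reads in cancer control. Arxes2 had 134 reads in cancer exercise and was at least 45.2-fold higher. The largest falls were those of Flg2, Dsp, Reg3g, Gc and Lce1m, each to 0 reads, and Flg2 with 148 reads in cancer control was at least 48.8-fold lower. Flg2 and Lce1m had 0 reads in both libraries without a tumor.

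The effect of the tumor in exercised mice was measured between cancer exercise and normal exercise. In this pair 4378 genes differed at least 2-fold, 2014 higher and 2364 lower with the tumor, or 30.3% of 14470 genes, and 3652 passed the binomial test. Total count scaling gave 1702 higher and 2798 lower of 4500 genes. Chrna9, Saa1, Klhl38, Mt2 and Doc2b rose most. Mt2 had 902 reads in normal exercise and 66308 in cancer exercise, a log2 fold change of 6.62. It also rose by 7.13 on the log2 scale with the tumor in the absence of exercise. Cdh4, Gdap1, Gm4841, Cntnap2 and Chad fell most, and Cdh4 with 818 reads in normal exercise against 0 was at least 204-fold lower.

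**Figure D1:**
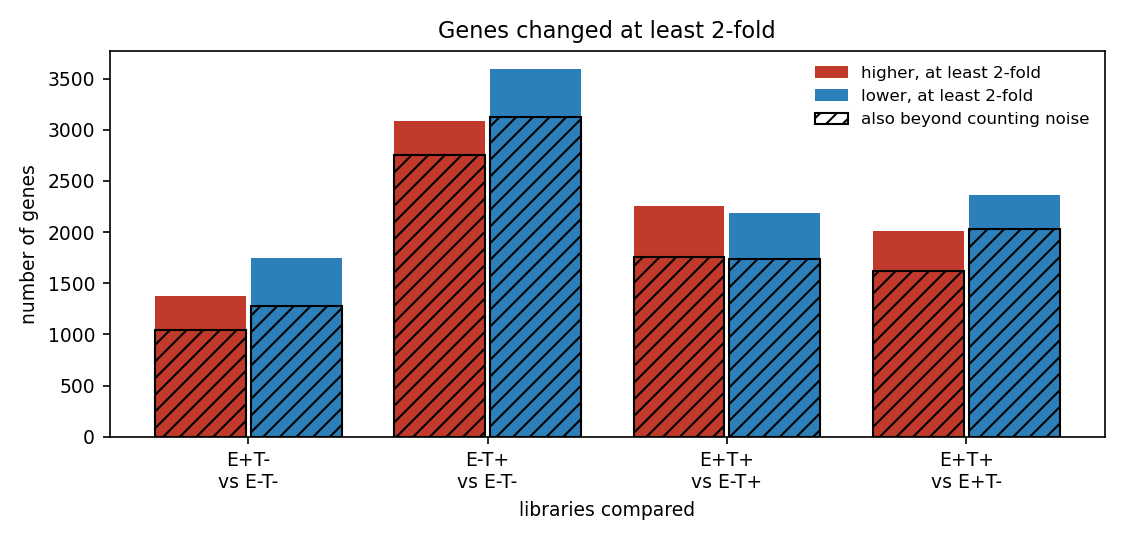
Bars give the number of genes (vertical axis) changed at least 2-fold in each of the 4 comparisons (horizontal axis), separately for genes higher and lower in the library named first, with the hatched part also beyond counting noise in the binomial test. The comparison of cancer control with normal control has the most genes, 3090 higher and 3592 lower, and that of normal exercise with normal control the fewest, 1371 and 1750.

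The study set the exercise effects in healthy and in tumor-bearing mice against each other. Of 1307 genes changed at least 2-fold in both, 675 moved in opposite directions and 632 in the same direction. Among the 675 contra-regulated genes, 319 rose with exercise in healthy mice and fell with it in tumor-bearing mice, and 356 did the reverse. Under total count scaling the split was 387 and 284 of 671 genes. Over 12055 genes with a mean normalized read count of at least 16, the log2 fold changes of these comparisons had a Pearson correlation of -0.020 across genes, which are not independent replicates. The tumor effects without and with exercise, which also share no library, had 2606 genes in common, of which 2099 (80.5%) moved the same way, with a correlation of 0.544 across the same genes.

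**Figure D2:**
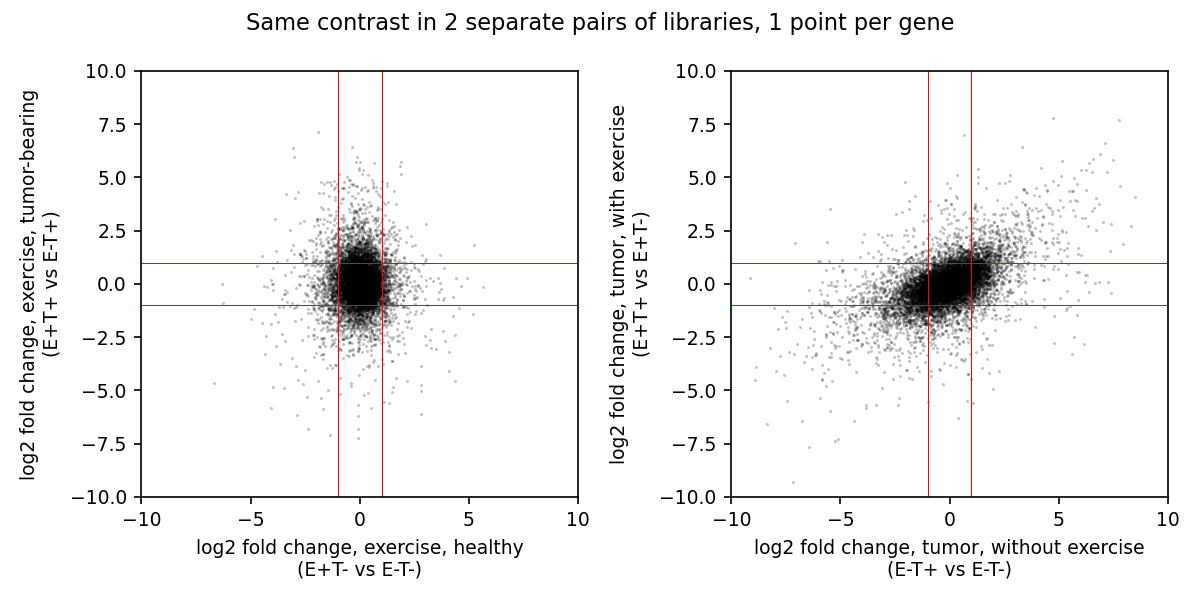
Each point is a gene with a mean normalized read count of at least 16, and both axes are log2 fold changes. The left panel sets the exercise effect in tumor-bearing mice against that in healthy mice (correlation -0.020) and the right panel the tumor effect with exercise against that without (correlation 0.544), with red lines at a change of 2-fold.

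Exercise in healthy mice and the tumor without exercise moved 306 genes in opposite directions and 1607 in the same direction, both measured against the same normal control library. Of the opposite genes, 125 rose with exercise and fell with the tumor, and 181 did the reverse. The split was 170 and 153 of 323 genes under total count scaling. Of the 6682 genes changed by the tumor, 2874 (43.0%) moved back at least 2-fold in cancer exercise against cancer control, while 170 moved further in the same direction. These comparisons share the cancer control library, so that any value particular to it enters both with opposite signs. When the same count was made over the 24 ordered triples of libraries, this order ranked 5th by count and 14th by the percent reversed. Each order shares its count with its reverse, so that there are 12 distinct counts. The orders with cancer control between the libraries of the mice without a tumor gave the highest count, 4499 genes. In all 3 comparisons made by the study together, 891 genes changed at least 2-fold.

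All 13 candidate genes of the study changed at least 2-fold in each of these 3 comparisons. They were selected on these data by that criterion, so their passing is not an independent test. In 10 of the 13, exercise acted in opposite directions in healthy and in tumor-bearing mice. In 3 of the 13, Trim63, Fos and Six2, exercise in healthy mice acted opposite to the tumor, and in the other 10 it acted in the same direction as the tumor. Exercise in tumor-bearing mice acted opposite to the tumor effect without exercise in all 13. Those comparisons share the cancer control library. Trim63, which encodes a muscle ubiquitin ligase, had a normalized read count of 5950 in normal control, 1828 in normal exercise, 93779 in cancer control and 41938 in cancer exercise. Its log2 fold change was -1.70 (95% interval -1.77 to -1.63) with exercise in healthy mice, 3.98 (3.94 to 4.02) with the tumor and -1.16 (-1.18 to -1.14) with exercise in tumor-bearing mice. Fos rested on 19, 9, 124 and 34 reads in the same order of libraries. Its log2 fold change with exercise in healthy mice was -1.39 (-2.80 to -0.26), and it did not pass the exact binomial test (adjusted p 0.0638). With the reads divided by the dispersion index this interval spanned 0 (-6.73 to 2.37). In the same comparison so did those of Osr2 (-0.15 to 2.77), Maff (-0.44 to 3.15) and Myl6b (-0.69 to 3.34). For exercise in tumor-bearing mice such intervals spanned 0 for Fos (-4.50 to 0.17), Col5a2 (-0.28 to 3.70) and Il15 (-0.58 to 3.59). For the tumor without exercise the interval of Fos did (-0.26 to 8.15). Col1a1 had normalized read counts of 9741, 1096, 124 and 377. It fell by 3.15 on the log2 scale with exercise in healthy mice (interval -3.24 to -3.07), fell by 6.28 with the tumor, and rose by 1.59 with exercise in tumor-bearing mice (1.29 to 1.92). Six2 had normalized read counts of 265, 613, 54.7 and 175, with a log2 fold change of 1.21 with exercise in healthy mice, -2.26 with the tumor and 1.66 (1.22 to 2.17) with exercise in tumor-bearing mice. With the reads divided by the dispersion index, the last interval was 0.0017 to 3.73, barely above 0.

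**Figure D3:**
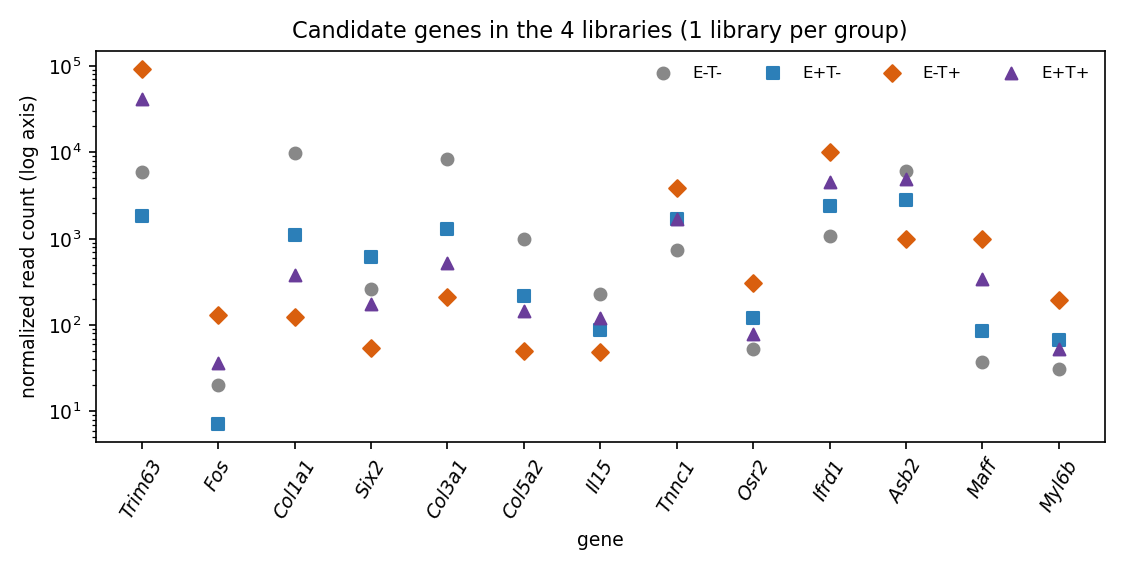
The vertical log axis gives the normalized read count of the 13 candidate genes (horizontal axis), with 1 point for each of the 4 libraries and no error bars, since each group had 1 library. Cancer control holds either the highest or the lowest value of each of the 13 genes, and Col1a1 spans 124 in cancer control to 9741 in normal control.

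Gene lists fixed beforehand were placed among random lists matched on expression, as a description of these libraries. The 24 atrophy genes had a median log2 fold change of 2.54 with the tumor without exercise and 1.73 with it, above all or nearly all random lists (percentile 100 in both). The median was -0.85 with exercise in tumor-bearing mice (percentile 0) and -0.07 in healthy mice (percentile 16.7). The 23 extracellular matrix genes had a median of -1.13 with exercise in healthy mice, where all 23 were lower, and of 0.46 in tumor-bearing mice, where 16 were higher. With the tumor their median was -2.54 without exercise. The 11 slow fibre genes rose by a median of 0.79 with exercise in healthy mice and 1.91 with the tumor without exercise, and fell by 0.95 with exercise in tumor-bearing mice. With the tumor in exercised mice their median was -0.004 (percentile 26.7), with 4 higher and 7 lower. Neutrophil genes (14 with reads) rose with the tumor, by a median of 3.17 without and 3.28 with exercise. Hemoglobin genes took 2.73% of the reads in normal control, 0.608% in normal exercise, 2.76% in cancer control and 5.81% in cancer exercise. Hbb-bs and Hbb-b1 had nearly equal reads in each library, 59727 and 58863 in normal control, so that the authors' counting of overlapping genes is uncertain here and reads can have been counted for both.

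The spread between libraries was set against counting noise. At a mean of 8 to 64 reads the dispersion index was 7.89 between normal exercise and normal control and 18.7 between cancer control and normal control, where counting noise alone gives a value near 1. In draws without any difference between normal exercise and normal control, counting noise took 413 genes past the 2-fold threshold, and an assumed coefficient of variation of 0.4 took 3753, against 3121 observed. For cancer control against normal control these were 553 and 3873, against 6682 observed.

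**Figure D4:**
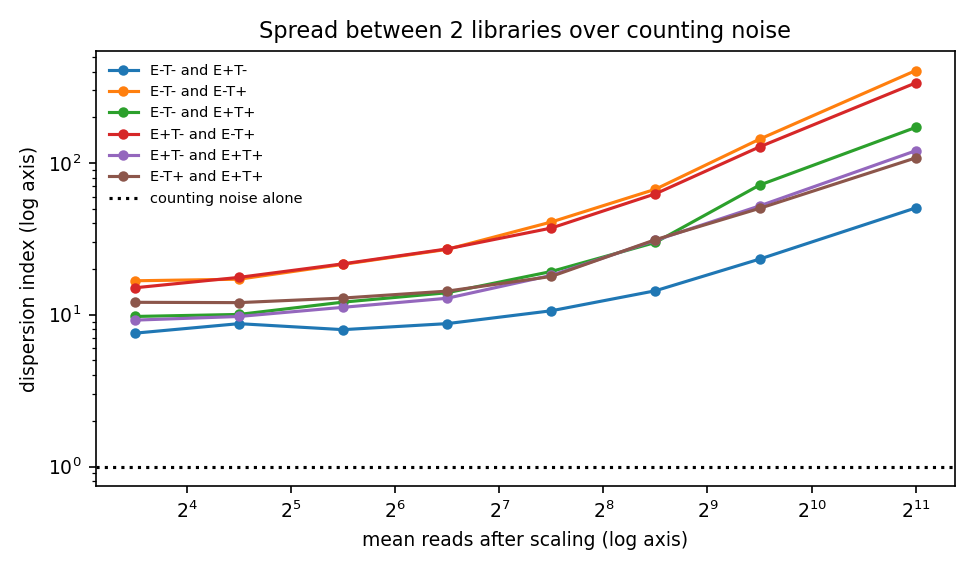
The dispersion index of each of the 6 pairs of libraries (vertical log axis) is plotted against the mean reads after scaling (horizontal log axis), with a dotted line at counting noise alone. At means of 8 to 64 the pair of normal exercise and normal control has the lowest index, 7.89, and the pair of cancer control and normal control the highest, 18.7.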

Values the study reported

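The study sequenced the muscle of 1 representative mouse per group and worked from a pool of 23,282 genes. Exercise was reported to change 1,796 genes at least 2-fold in healthy mice. In cancer-bearing mice, 3,013 genes were reported to change at least 2-fold with exercise.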

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

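Each result here is one in which exercise acted in opposite directions in healthy and in tumor-bearing mice. The difference between the 2 effects was not tested, since each effect rests on 1 pair of libraries. The tests weighed here were chosen after the results were seen, except those of the fibroblast, tendon and most abundant genes, which were fixed before their values were computed.

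The values are the log2 exercise effect in tumor-bearing mice minus that in healthy mice. Among the candidate genes it was 4.74 for Col1a1, 3.99 for Col3a1, 3.70 for Col5a2, 2.69 for Il15 and 3.42 for Asb2. It was -2.37 for Tnnc1, -3.13 for Osr2, -2.30 for Ifrd1, -2.73 for Maff and -2.98 for Myl6b. With the reads divided by the dispersion index, 1 of the 2 exercise effects had an interval spanning 0 in Col5a2, Il15, Osr2, Maff and Myl6b. Among the largest rises and falls named by rule it was -6.61 for Hamp2, -3.21 for Lcn2, 9.43 for Ces1d, 4.97 for Kera, 9.02 for Arxes2 and 9.01 for Apol11b. Some named members of the gene lists also changed at least 2-fold in opposite directions. Examples are S100a8 (-3.10), Nr1d1 (-3.02), Cfd (2.85), Myl2 (-2.44) and Hba-a1 (3.17). Ces1d, Kera, Arxes2 and Apol11b had 0 reads in cancer control, so their values depend on the pseudocount. Among list medians it was 1.58 for extracellular matrix, -1.74 for slow fibre, 3.37 for erythroid, 1.70 for fat tissue, -0.98 for circadian and 0.71 for oxidative phosphorylation genes.

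One technical explanation is that the 2 exercise comparisons are unrelated differences between animals. Of the genes changed in both, 48.4% moved the same way, which is near an even division. Opposite effects in many genes may therefore arise without any interaction of exercise and tumor, and a biological interaction cannot be told apart from differences between single animals. The candidate genes were picked for large changes in each comparison and add no evidence on this. Among the erythroid genes, 11 of 11 were lower in normal exercise than in normal control and 11 were higher in cancer exercise than in cancer control. That is what blood left in the tissue would give, and also what a change of red cell genes in the blood would give, so the test does not separate them.

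For the extracellular matrix genes, a different share of connective tissue in the dissected samples was examined with 2 separate lists. The 12 resident fibroblast genes had a median log2 fold change of -1.41 in cancer control against normal control, and the 10 tendon genes of -1.28. Both fell more than 2-fold, so that fewer fibroblasts or less tendon in the cancer control sample may account for part of the fall, although 3 of the tendon genes rose. With exercise in healthy mice the fibroblast median was -0.44, with 11 of 12 genes lower, and the tendon median was -0.73, with all 10 lower. Less connective tissue in the normal exercise sample may thus account for part of the fall there too. With exercise in tumor-bearing mice the fibroblast median rose by 0.51 on the log2 scale, while the tendon median was -0.20 with 5 genes higher and 5 lower. The tendon list therefore does not follow the rise of the extracellular matrix genes in that comparison. In cancer control against normal control the median of the 23 extracellular matrix genes fell by 2.54 on the log2 scale. A lower share of the same cells would lower all their genes by the same factor, whereas the falls were unequal. Among the 5 matrix genes named by rule, log2 fold changes were -0.36 for Col4a1, -0.71 for Dcn, -1.94 for Sparc, -2.16 for Thbs4 and -4.52 for Col1a2. Of the fibroblast genes 10 were lower and 2 higher. These values argue against a lower share alone, for these genes and if they come from the same cells. They do not rule out less tendon for the steepest falls. Chosen after their values were seen, the tendon genes Tnmd, Cilp2 and Mkx had 723, 986 and 39 reads in normal control. In cancer control they had 14, 13 and 1, while Col1a1 fell from 9159 to 116. In normal exercise these tendon genes had 231, 314 and 36 reads. The tendon median hides such falls, because Angptl7, Fibin and Prg4 rose in cancer control. How much share and expression per cell each added cannot be told apart in whole tissue. GC content of the transcript ends was examined as a cause of the 2-fold counts of the 4 comparisons. With adjustment for it, the one of these 4 counts that moved most was 0.991 times the reported one, so it does not account for them. Leaving out the 10 genes with the most reads of each library (16 in all) before scaling to the total gave at most 1.03 times the reported count. That step only changes the scaling, to which the sum of higher and lower genes responds little, so the test cannot tell whether a few abundant genes matter.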

How the results depend on the processing

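Across 124 recomputed gene counts, 88 stayed within 1.5 times the reported count and 36 did not. The counts of 2-fold genes and of the sets built from them all stayed within that limit under total count, TMM and median-of-ratios scaling, a pseudocount of 0 and thinning to the smallest library, and, among alternatives chosen after seeing the data, under full quantile normalization and adjustment for GC content. The cause of the changes below was not tested, and a stricter threshold lowers a count by construction.

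A fold change of at least 4 gave 1437 genes for exercise in healthy mice, 3178 for the tumor without exercise, 2058 for exercise in tumor-bearing mice, 1951 for the tumor with exercise, 210 contra-regulated genes, 32 moved in opposite directions by exercise and tumor, 1174 tumor changes reversed by exercise and 221 in all 3 comparisons. A minimum of 4 in every library of a comparison gave 1600 genes for exercise in healthy mice, 2626 for exercise in tumor-bearing mice, 2642 for the tumor with exercise, 231 contra-regulated, 118 moved in opposite directions, 1600 reversed and 286 in all 3 comparisons. This filter removes genes that fell to 0. A minimum of 16 gave 1741 genes for exercise in healthy mice, 301 contra-regulated, 120 moved in opposite directions and 351 in all 3 comparisons. With the minimum of 4 applied to the deposited log2 values, chosen after seeing the data, these were 1799, 316, 133 and 383. The 306 genes moved in opposite directions became 198 with a pseudocount of 4 and 521 without a minimum.

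Total count scaling moved the median log2 fold change of 14000 genes to 0.15 for exercise in healthy mice and -0.18 for the tumor with exercise, against -0.01 and -0.02 in the deposited values. It changed the division into higher and lower genes from 1371 and 1750 to 1685 and 1502 for exercise in healthy mice, and from 2255 and 2182 to 2065 and 2344 for exercise in tumor-bearing mice. For the tumor with exercise it went from 2014 and 2364 to 1702 and 2798. The division for exercise in tumor-bearing mice also turned to fewer higher than lower genes under median-of-ratios scaling (2169 and 2279), a fold change of at least 4 (997 and 1061) and adjustment for GC content (2181 and 2218). Total count scaling also changed the division of the contra-regulated genes from 319 and 356 to 387 and 284. It changed that of the genes moved in opposite directions by exercise and tumor from 125 and 181 to 170 and 153. A fold change of at least 4 moved this last division the other way, to 5 and 27. The division of the contra-regulated genes also turned with a fold change of at least 4 (107 and 103) and full quantile normalization (328 and 319), which gave 2131 and 2129 for the tumor with exercise.

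The counts beyond counting noise depended on the noise assumed. TMM library sizes and a minimum of 10 reads kept them within 1.5 times. Dividing the reads by the dispersion index left 273 genes of 2317 for exercise in healthy mice, 1519 of 5880 for the tumor without exercise, 474 of 3494 for exercise in tumor-bearing mice and 916 of 3652 for the tumor with exercise. The beta-binomial test with a coefficient of variation of 0.2 gave 697, 4972, 2107 and 2115 genes in the same order, and with 0.4 it gave 17, 1191, 207 and 202. The dispersion index rose with the mean reads, to 50.5 between normal exercise and normal control at means of 1024 to 4096. A value taken at means of 8 to 64 therefore understates the spread of abundant genes. Without replicates none of these noise levels could be estimated apart from the effects.

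Of 2128 recomputed fold changes of named genes, 1903 moved by less than their 95% counting interval, 223 moved by more with the same direction, and 2 changed sign. Both were Tnnc1 for the tumor with exercise, which was -0.003 in the deposited values, 0.00098 under median-of-ratios scaling and 0.014 after thinning. Of 335 recomputed list medians, 333 stayed outside the central 95% of random lists. The oxidative phosphorylation genes with exercise in tumor-bearing mice (percentile 96.0 with 20 bins) and the fast fibre genes with exercise in healthy mice (percentile 37.4 with full quantile normalization) did not.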

Other observations

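The tests of liver and skin genes were fixed before their values were computed, and the other tests were chosen after the results were seen.

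The number of genes changed at least 2-fold by exercise in healthy mice was 3121. That is higher than the value quoted from the study above. With the minimum of 4 applied to the deposited log2 values, the counts were 1799 for exercise in healthy mice and 3014 for exercise in tumor-bearing mice.

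With 1 library per group, differences between animals and between libraries could not be measured. Draws with an assumed coefficient of variation of 0.4 and no difference gave up to 120% of the observed count, in the comparison of normal exercise with normal control. That is more than was observed, so a uniform variation of this size is too large for this pair. A smaller variation could still give much of the count, and these libraries cannot show its size. The same draws gave 58.0% for the tumor without exercise, 86.0% for exercise in tumor-bearing mice and 85.5% for the tumor with exercise. Draws with a coefficient of 0.2 gave 29.0% for exercise in healthy mice, 15.8% for the tumor without exercise, 23.1% for exercise in tumor-bearing mice and 21.1% for the tumor with exercise. A uniform variation of that size would not account for the counts. Draws with counting noise multiplied by the dispersion index gave 86.8%, 51.5%, 69.4% and 67.1% in the same order. That index comes from the same libraries and contains any effect, so these draws cannot tell noise from effect.

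The reads may not be independent molecules. The dispersion index of normal exercise and normal control was 7.89 at means of 8 to 64 reads, and rose from 7.56 at means of 8 to 16 to 10.6 at means 16 times as high and to 50.5 at means of 1024 to 4096 reads. A fixed number of reads per molecule predicts a flat index, and variation between animals a rising one. Without replicates the contributions could not be separated.

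The reversal of tumor changes by exercise was set against the cancer control library standing apart from the others. The order normal control, cancer control, cancer exercise ranked 5 among the 24 orders of libraries. Cancer control was at least 2-fold above or below all other libraries in 2357 genes, against 1116 in normal control, 814 in normal exercise and 795 in cancer exercise. The orders with higher counts set tumor against no tumor, and an effect of the tumor alone would also make them high. They are therefore no reference for the count, and the test does not separate a reversal by exercise from 1 library that stands apart.

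The tumor effect moved the same way with and without exercise in 80.5% of the genes changed in both, while the exercise effect did so in 48.4%. The libraries can be split into pairs in 3 ways, and the pairing of cancer exercise with normal control and of cancer control with normal exercise, which also sets tumor against no tumor, gave 81.7%. The tumor may be the larger source of shared change, as a hypothesis. Any 4 unrelated libraries would also have 1 division that is the most pronounced, so differences between animals are not ruled out.

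Genes expressed in liver, among them Saa1, Saa2, Igfbp1 and Mat1a, were among the largest rises in cancer control. A separate list of 16 liver genes had a median log2 fold change of 1.25 in cancer control against normal control, and fell by 2.61 in cancer exercise against cancer control. In these medians liver RNA in the cancer control sample would give the same pattern. Within that list, chosen after their values were seen, Alb had 351 reads in normal control and 555 in cancer control, while Fgb had 28 and 896. Of the 16 genes, 2 went the other way: Cyp2e1 fell from 1414 reads to 390 and had 944 in cancer exercise, and Trf fell from 996 to 405 and had 480. A larger amount of the same liver RNA may account for part of the rise, but it would raise all these genes by the same factor. The list was also lower with exercise in healthy mice, by a median log2 fold change of -1.81.

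Skin keratinocyte genes had a median log2 fold change of 3.04 in cancer control against normal control. A second list of skin genes that shares no gene with the first had a median of 2.65 over 15 genes, 12 of them higher, and of -1.62 in cancer exercise against cancer control. Of these 12, Tgm1 had 0 reads in both libraries and was higher only in the deposited value. Skin in the cancer control sample is a candidate source of part of the rise. Within the first list, chosen after their values were seen, Krt10 had 181 reads in normal control and 204 in cancer control, and Krtdap had 42 and 72. A larger amount of the same skin RNA would raise these genes by the same factor as the others, so it does not account for the whole list. No biological explanation of the skin genes was tested.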
